A study of Mus musculus with 6 samples.

How the data were processed

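Bulk RNA-seq was measured in 6 libraries of cells sorted from mouse embryos by Csf1r-iCre fate mapping. Per the labels' protocols, total RNA was taken from sorted cells with TRIzol, and library construction and Illumina HiSeq sequencing were done by the Beijing Genomics Institute. The authors deposited a single table of FPKM values, made with Bowtie2 and RSEM on mm10 (GRCm38) per the submitters' processing notes, and the versions of these tools are not given in the sources used here. FPKM divides the fragments of a gene by its length and by the mapped fragments of the library, and the deposited values carried 2 decimals. Fragment counts and reads were not used here, so no count model was fitted.

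The table held 17913 rows, of which 4 with a repeated gene name were dropped, which left 17909 genes named by symbol. In it, 26 symbols had been turned into dates and were kept but never named. All 6 columns matched a sample label. Of the names, 17370 (97.0%) were found in the GENCODE M21 annotation of GRCm38, which gave positions, transcript lengths and GC content. No mitochondrially encoded gene was in the table. In all 6 libraries 8774 genes were above 0, and none was at 0 throughout.

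Groups were taken from the labels alone, 1 library each. The table lists no totals, and depth was estimated by a method chosen after the data had been seen, from the steps between FPKM values. Over 1409 genes with a single annotated transcript of 600 to 2500 bases, the library total was sought that brought the implied fragments closest to whole numbers. At the estimate 76.7% to 82.6% of the usable values lay within 0.2 of a whole number, against 40% by chance. Simulated libraries of known size were returned at the size they were made with. A gene of 2 kb listed at 0 could hold an FPKM of up to 0.120 in EMPs and 0.169 in limb MCPs at E11.5 (3 fragments, counting error only).

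The comparisons, rules, gene lists and most alternatives were set before the data were examined. The 6 comparisons were liver MCPs against liver EMPs, the macrophage-labelled library against liver EMPs, liver MCPs against the macrophage-labelled library, limb against liver MCPs at E11.5, limb MCPs at E14.5 against E11.5, and skin cells against limb MCPs at E14.5. The last pair differs in tissue and age at once. Values were compared as differences of log2(FPKM + 1). A gene was called higher or lower when the difference was at least 2, a 4-fold change, and its FPKM was at least 10 in either library. With a single library per group no p-value or standard error was computed, and the calls describe these libraries only. Fold values in the text are ratios of FPKM without the pseudocount, and none is given where a library listed the gene at 0.

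The 34 gene lists (738 entries, 653 genes of the table) covered mast cell proteases, receptors and mediators, lipid mediator genes, transcription factors, progenitor genes, integrins, cytokine and chemokine receptors, markers of blood lineages and of liver, vessel, connective tissue, muscle, skin and neural cells, cell cycle, immediate early and heat shock, ribosome biogenesis, glycolysis, cholesterol, lysosome and interferon genes, Y-linked transcripts and Hox genes. In the text the mast cell receptor list also covers signalling genes, the mediator list granule genes, the lipid mediator list receptors, the neutrophil list monocyte markers, the mitosis list G2 genes, the integrin list other adhesion genes, the ribosome biogenesis list MYC targets and the cytokine receptor list growth factor receptors. Members with an FPKM of at least 1 in either library were tested where at least 5 remained. The median difference of a list was placed among 10000 random lists of the same size drawn from 20 expression bins, and a list in the outer 5% counted as apart. Members were also counted at 2-fold.

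Genes named in the text were the 10 largest differences in each direction per comparison (without predicted, ribosomal protein, histone and small RNA genes), the sort-related genes, the members with the largest differences in each list, and the 10 leading genes of the ordered and single-library sets. Of lists too short to test, the most abundant member was named, a choice made after the data had been seen. Paralogs such as the Ear, Mcpt, Hbb and Stfa genes share reads, so their single values are uncertain. A few genes that the rule would name are not reported here. Genes ordered along liver MCP, limb MCP at E11.5, limb MCP at E14.5 and skin had to go the same way at all 3 steps with at least 4-fold between the ends, and their number was set beside the other orders of the 4 libraries. Similarity was the Pearson r of log2(FPKM + 1) over 10769 genes.

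Alternatives were pseudocounts of 0.1 and 5, no expression filter, an FPKM of at least 30, values rescaled to equal sums as transcript shares (TPM), median-of-ratios size factors over 4580 genes, values without erythroid genes rescaled to equal sums, and random lists not matched on expression. After the data had been seen, further alternatives were added: genes listed at 0 left out, the skin or the macrophage-labelled library left out, and random lists matched on GC content as well as expression.

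The rule was tested on simulated data made from the limb library at E14.5 compared with itself, with 200 of 17909 genes altered. It called 0% of genes altered 2-fold, 28.5% of those altered 4-fold and 100% of those altered 8-fold or 16-fold, which shows what size the rule detects. A library compared with itself says nothing about false calls between separate libraries. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.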

Results

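Cells of the erythro-myeloid progenitor (EMP) lineage were sorted from mouse embryos of a C57BL/6xFVB background by Csf1r-iCre fate mapping and sequenced as bulk RNA. The series title concerns the origin of adult connective tissue mast cells, and the embryonic part treated here follows the lineage from liver progenitors to skin mast cells. The labels name 6 libraries: EMPs, mast cell progenitors (MCPs) and macrophages from the fetal liver at E11.5, limb MCPs at E11.5 and at E14.5, and a skin library at E16.5 that is titled MCPs and described as mast cells. Every group held 1 library, so no replicate, no standard error and no significance test existed. Mapped fragments, estimated from the step size of the FPKM values, were 12550000, 12400000, 11600000, 8900000, 11450000 and 9250000 in that order. At these totals a single fragment on a 2 kb transcript gave an FPKM between 0.0398 and 0.0562.

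Kit, the receptor for stem cell factor, stood at 41.7 FPKM in EMPs, 95.3 in liver MCPs and 9.96 in the macrophage-labelled library, against 155, 284 and 239 in limb MCPs at E11.5, limb MCPs at E14.5 and skin cells. Csf1r, the macrophage colony-stimulating factor receptor, had its highest value in the macrophage-labelled library (34.1), 12.3 in EMPs and at most 0.50 elsewhere. Itgb7, the integrin beta 7 chain used by mast cell progenitors to enter tissue, read 0.15 in EMPs, 10.4 in liver MCPs, 18.5 and 16.4 in the limb and 1.39 in skin. Cpa3, mast cell carboxypeptidase, went from 13.6 in EMPs to 172, 417, 1856 and 13494 in the 4 mast cell lineage libraries. On GRCm38, Kit lies on chromosome 5 at 75574916 to 75656722, Csf1r on chromosome 18 at 61100598 to 61132149 and Cpa3 on chromosome 3 at 20215620 to 20242181. Cd34, a progenitor surface protein, was 73.8 in EMPs and 3.86 in skin. Adgre1, which encodes the macrophage protein F4/80, read 18.4 in the macrophage-labelled library and 2.5 in EMPs.

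The skin library differed from the others in shape. It had 5675 genes at an FPKM of at least 1, against 8270 to 8754 elsewhere, and Cpa3 alone took 16.1% of its FPKM sum. Of 1660 genes with an FPKM of at least 10 in all other libraries, 26 were listed at 0 in skin. No other library had such a gene, among 827 to 844 genes each that also had to reach 10 in skin. Expression profiles correlated at a mean r of 0.845 over the 10 pairs without skin and 0.655 over the 5 pairs with it. EMPs and the macrophage-labelled library were the closest pair (0.913), followed by EMPs with liver MCPs (0.885) and limb MCPs at E11.5 with those at E14.5 (0.885). Y-linked transcripts were present in the liver and limb libraries (Ddx3y 1.32 to 7.34) and Ddx3y and Eif2s3y were both listed at 0 in skin, which in this library does not show that they were absent.

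**Figure D1:**
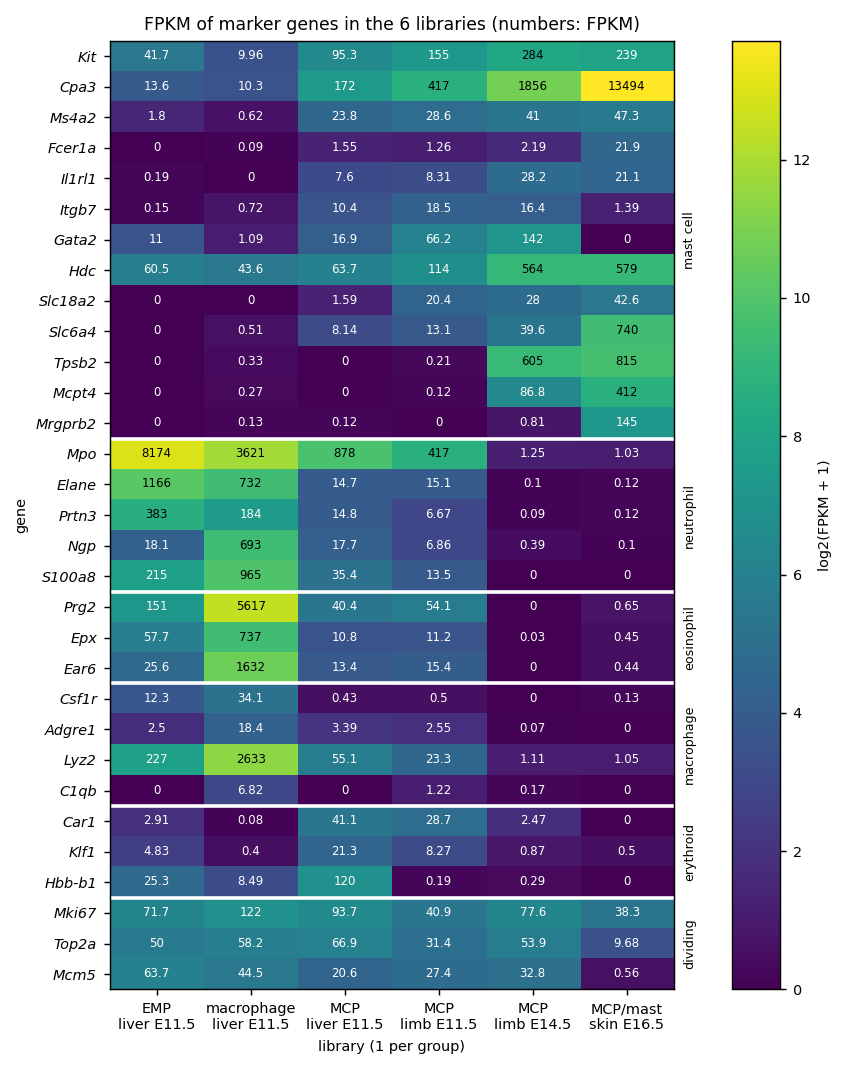
FPKM of marker genes (rows, grouped by cell type or process) in the 6 libraries (columns), with the value printed in each cell and colour showing log2(FPKM + 1). Prg2, an eosinophil granule gene, peaks in the macrophage-labelled library (5617), and Cpa3 in the skin library (13494).

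Liver MCPs were set against liver EMPs to see what marks the entry into the mast cell lineage. Mast cell receptor genes were higher in MCPs while the large neutrophil granule programme of the EMP library was lower. Which cells of the EMP library carried that programme was not tested, since pooled RNA does not place genes in cells. Ms4a2, the beta chain of the high-affinity IgE receptor, read 23.8 against 1.80, and Il1rl1, the receptor for interleukin 33, 7.6 against 0.19. Cpa3 was 12.7-fold higher, and Gzmb, a granzyme, read 21.5 while EMPs listed it at 0. Elane, neutrophil elastase, stood at 14.7 against 1166, and Mpo, myeloperoxidase, at 878 against 8174. On GRCm38, Ms4a2 spans 11615523 to 11623719 of chromosome 19, Elane 79886247 to 79888215 of chromosome 10 and Mpo 87793581 to 87804413 of chromosome 11.

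Of 3369 genes with an FPKM of at least 10 in either library, 60 were at least 4-fold higher in liver MCPs and 104 at least 4-fold lower. Among the largest differences were Ifitm1, an interferon-induced membrane protein gene (387 against 21.7), S100a10, a partner of annexin A2 (93.6 against 4.91), and Rgs1, a regulator of chemokine receptor signalling (84.9 against 4.79). Psmc1, Matr3 and Usf3, genes of general cell functions, were listed at 0 in EMPs and are left as such. Lower were Csf2ra, the alpha chain of the GM-CSF receptor (1.86 against 58.3), Alas1, which starts heme synthesis (7.91 against 116), and Ms4a3, a granulocyte progenitor gene (2.58 against 48.6). Gda, guanine deaminase, and Mcemp1 read 0.05 and 0.30 against 17.2 and 20.3, and Lrp5 was listed at 0 against 14.45.

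Mast cell receptor genes had 9 of 19 tested members at least 2-fold higher in liver MCPs and 3 lower (median difference 0.95 log2, percentile 100), with Cd200r3 at 9.10 against 0.68 and Lat at 8.02 against 1.23. Erythroid markers had 14 of 19 higher (1.35, percentile 100), including the carbonic anhydrase genes Car1 (41.1 against 2.91) and Car2 (32.9 against 5.08) and the erythroid regulator Klf1 (21.3 against 4.83). Megakaryocyte markers were higher in 4 of 14 (0.68, percentile 98.4), led by the thrombin receptor gene F2r (49.7 against 7.83). Chemokine receptors (6 of 15 higher, 3 lower, 0.88) and lymphoid markers (4 of 7, 1.05, or 0.47 without a member listed at 0) also lay above matched random lists, with Cx3cr1 at 10.52 against 0.73 and Cd3g at 10.9 while listed at 0 in EMPs. Immediate early and heat shock genes were slightly higher (0.34, percentile 99.2), with 6 of 22 up and 3 down, Btg2 at 21.5 against 6.24 and Hspa1b, a heat shock gene, at 0.88 against 5.06.

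Neutrophil and monocyte markers were lower in 13 of 20 (median −2.61, percentile 0), with Ctsg, cathepsin G, at 2.35 against 86.1, Prtn3, proteinase 3, at 14.8 against 383, and Fcnb, ficolin B, at 2.37 against 62.0. Eosinophil markers were lower in 4 of 8 (−1.19), with Epx, eosinophil peroxidase, at 10.9 against 57.7. Progenitor genes (6 of 21 lower, −0.51, percentile 1.88) and glycolysis genes (6 of 21 lower, −0.73, percentile 0.09) lay below random lists, with Gapdh at 445 against 1285. Among transcription factors the myeloid regulators Spi1 (15.4 against 108) and Cebpe (2.83 against 45.1) were lower, though the transcription factor list as a whole was not apart. Integrins as a list were not apart either, although Itgb7 and its partner Itga4 were higher (76.5 against 17.4 for Itga4). The labels describe the MCP library as LiB7_pos and the EMP library as LiB7_neg, and if these names stand for a sort on integrin beta 7, the Itgb7 difference was set by the gate. Mast cell mediator genes did not differ as a group (median −0.04). A gene was called when log2(FPKM + 1) differed by at least 2. Lists were placed among 10000 random lists of like expression, and those in the outer 5% counted as apart. The lower share of the called genes was 63.4%. It was 43.5% after scaling to equal sums (TPM) and 52.7% when erythroid genes were removed and the rest rescaled. The median over the genes passing the expression filter went from −0.18 to 0.04 and 0.00 log2. Those genes numbered 3369, 8493 and 3043, so scaling and gene set changed together. Without the filter the unscaled median was 0.01. The megakaryocyte and lymphoid calls ended with a pseudocount of 5 and with genes listed at 0 left out.

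The macrophage-labelled liver library was set against liver EMPs to see what early macrophages gained. It carried macrophage genes together with granule genes of eosinophils and neutrophils. Median FPKM was 737 for eosinophil and 48.4 for neutrophil and monocyte markers, against 5.45 for macrophage markers. Lyz2 of the macrophage list stood far above that list's median. Prg2, the major basic protein of eosinophil granules, read 5617 against 151, Epx 737 against 57.7 and Ngp, neutrophilic granule protein, 693 against 18.2. Lyz2, lysozyme of macrophages and neutrophils, stood at 2633 against 227, Ctss, cathepsin S, at 30.8 against 1.32, and C1qb, a complement chain of tissue macrophages, at 6.82 while listed at 0 in EMPs. Hmga2, a chromatin protein of fetal progenitors, was lower (4.14 against 40.04). Prg2 lies on chromosome 2 at 84980461 to 84983632.

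Of 3179 genes, 76 were at least 4-fold higher and 21 lower. The Ear genes, eosinophil ribonucleases that share sequence, headed the list, with Ear1 at 1111 against 5.07, Ear2 at 780.1 against 3.48 and Ear6 at 1632 against 25.6. Stfa2, a cysteine protease inhibitor gene (137 against 2.66), and Ltf, lactoferrin of neutrophil secondary granules (73.2 against 1.38), followed. Adgrg1, an adhesion receptor of progenitors, was lower (2.70 against 37.6), as was Gata2, needed for stem and mast cells (1.09 against 10.98). Hyou1, Lrp5 and Emilin1 were listed at 0 in the macrophage-labelled library.

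Eosinophil markers were higher in 9 of 9 (median 4.15, percentile 100) and neutrophil and monocyte markers in 18 of 26 with 3 lower (1.91, percentile 100), Lcn2 at 281 against 16.1. Macrophage markers were higher in 15 of 24 and lower in none (1.27, percentile 100), and 22 of the 26 with an FPKM of at least 1 in any library peaked here. Chemokine receptors followed (11 of 15, 1.83), including Ccr2, the monocyte receptor (32.6 against 1.94), and C5ar1 (20.8 against 1.69). Lysosome genes (5 of 25 higher, 0.33), type I interferon response genes (3 of 8, 0.91) and lipid mediator genes (5 of 10, 0.83, or 0.38 without a member listed at 0) lay above random lists, with Psap at 161 against 29.9 and Alox5ap at 108 against 43.9. Integrins were slightly higher (0.24, percentile 99.1), Itgam, the CD11b chain, at 125 against 29.2. Mitosis genes had a median of 0.14 against −0.25 for random lists, with 0 of 26 at least 2-fold higher and 1 lower, Mki67 at 122 against 71.7. Immediate early and heat shock genes (0.21) lay above random lists as well.

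Progenitor genes were lower in 15 of 21 (median −1.36, percentile 0), Angpt1 at 0.73 against 5.86. Ribosome biogenesis genes were lower in 17 of 26 (−1.35, percentile 0), Srm, spermidine synthase, at 18.6 against 86.7 and the nucleolar protein gene Gar1 at 3.75 against 17.8. Erythroid markers were lower in 7 of 14 (−0.99), Klf1 at 0.40 against 4.83. The median over the genes passing the expression filter was −0.29 log2, and 0.03 under median-of-ratios scaling. The lower share of called genes was 21.6%. It went up to 41.9% under TPM, and down to 11.7% under median-of-ratios scaling and 11.4% with a pseudocount of 5. Cytokine receptors (0.09), integrins, and immediate early and heat shock genes lost their place under at least 1 alternative.

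**Figure D2:**
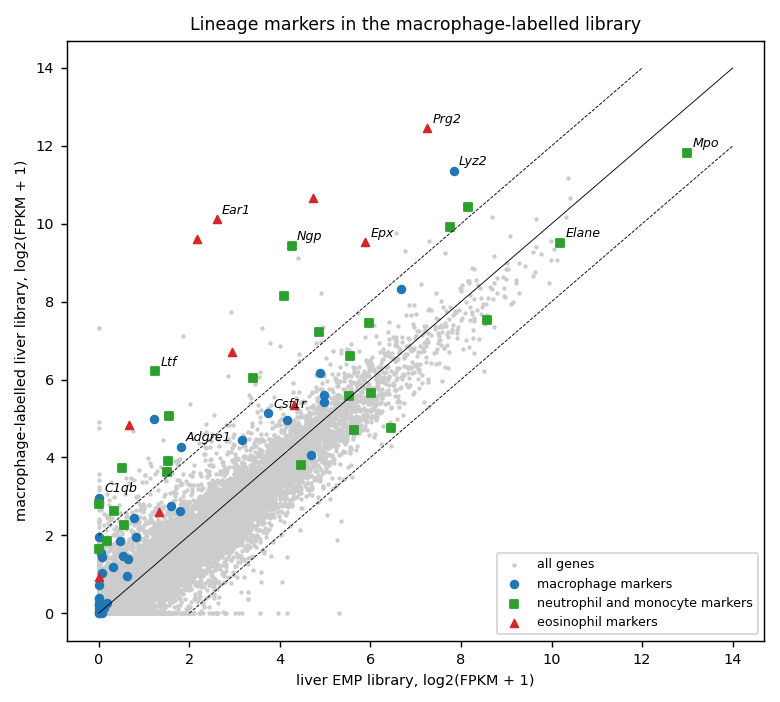
FPKM of each gene in the macrophage-labelled liver library (vertical) against liver EMPs (horizontal), both as log2(FPKM + 1), with macrophage, neutrophil and eosinophil markers coloured. Eosinophil markers stand farthest above the line of equality, with a list median of 4.15.

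Liver MCPs against the macrophage-labelled library separated the pair of EMP-derived fates at E11.5. Erythroid and progenitor genes were on the MCP side, and macrophage and granulocyte genes on the other, while mast cell receptors (median 0.53, percentile 95.1) and mediators (−0.11) were not apart as lists. Kit read 95.3 against 9.96, Ms4a2 23.8 against 0.62 and F2r 49.7 against 0.45. Csf1r read 0.43 against 34.1, Lyz2 55.1 against 2633 and Prg2 40.4 against 5617.

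Of 3254 genes, 121 were at least 4-fold higher in MCPs and 195 lower. Higher were Car1 (41.1 against 0.08), Mc5r, a melanocortin receptor (31.6 against 0.46), Atp1b2, a sodium pump subunit (38.6 against 0.24), and Ermap, an erythroid membrane protein (24.3 against 0.19). Mns1 stood at 98.9 against 3.39. Eef1a1, whose pseudogene copies share its reads, stood at 294 against 6.58. Mcemp1 (0.30 against 88.2) and Fcnb (2.37 against 175) were among the lowest, as were Ear1 (8.64 against 1111) and Epx (10.9 against 737).

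Erythroid markers were higher in 17 of 19 (median 2.09), progenitor genes in 8 of 18 (0.93, Angpt1 15.1 against 0.73 and Meis1 11.6 against 0.80) and ribosome biogenesis genes in 14 of 26 (1.08, Npm1 2096 against 533), each at a percentile of at least 99.9. The 166 subunit genes used below to gauge noise had a median of 0.82 in this comparison. Higher values were therefore not particular to the ribosome biogenesis list, although its median lay above theirs. Megakaryocyte (7 of 14, 1.01) and basophil markers (5 of 10, 1.08) also lay above random lists. Lower were eosinophil (9 of 9, −5.96), neutrophil (24 of 26, −3.00) and macrophage markers (16 of 25, −1.53), Ly6c2 at 0.70 against 65.0 and Grn, progranulin, at 6.28 against 70.8. Lysosome (9 of 25, −0.81), chemokine receptor (8 of 17, −0.76) and interferon response genes (4 of 8, −1.02) were lower too, Ctsh at 1.12 against 24.5 and C5ar1 at 0.63 against 20.8. The lower share of 61.7% was 43.4% under TPM and 75% under median-of-ratios scaling. Under the latter the median over the genes passing the expression filter went from 0.15 to −0.16 log2. The basophil call ended without the expression filter and with genes listed at 0 left out, and the megakaryocyte call with a pseudocount of 5.

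Limb MCPs at E11.5 were set against liver MCPs of the same day to see what differs once progenitors sit in a peripheral tissue. Mast cell mediator and protease genes lay above random lists in the limb, and erythroid, mitosis, DNA replication, and immediate early and heat shock genes below them. Slc18a2, the transporter that fills granules with histamine and serotonin, read 20.4 against 1.59, Cpa3 417 against 172 and Gzmb 56.4 against 21.5. Gata2, on chromosome 6 at 88193891 to 88207032, stood at 66.2 against 16.9, and like Cpa3 and Gzmb did not reach the 4-fold rule. Ccr8, a chemokine receptor, had the largest difference upward (46.9 against 1.23). Hbb-b1, beta globin, read 0.19 against 119.9.

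Of 3136 genes, 37 were at least 4-fold higher in the limb and 64 lower. Cyp11a1, the enzyme that starts steroid synthesis and is expressed by mast cells and basophils, read 20.1 against 0.67. Prkcb, protein kinase C beta, read 15.2 against 0.68, Ids, which degrades heparan sulfate, 16.2 against 1.06, and Hs3st1, a heparan sulfate sulfotransferase, 18.8 against 2.11. Nrep (64.2 against 7.75), Evl (31.9 against 3.55) and Khsrp (24.8 against 2.40) were higher as well. Besides the globins, Hba-a1 at 0.65 against 61.1, the lowest genes included Ermap (0.20 against 24.3) and Eef1a1 (11.49 against 294). Psmc1, Mrps21, Prpf8 and Casc5 were listed at 0 in the limb, and Arfgap2 in the liver.

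Mast cell mediator genes were higher in 8 of 22 and lower in 3 (median 0.84, percentile 100), with the heparin synthesis gene Ndst1 at 26.4 against 6.77. Mast cell proteases were higher in 4 of 5 (1.35, percentile 99.9), among them Tpsg1 at 2.26 and Mcpt1 at 1.71, both listed at 0 in the liver, while Tpsb2 and Mcpt4 read 0.21 and 0.12 in the limb. Glycolysis genes (4 of 20 higher, 0.65), lymphoid markers (4 of 8, 0.81) and MHC class II and dendritic genes (4 of 9, 0.89) lay above random lists, with Slc2a3, a glucose transporter, at 72.3 against 31.0, Nkg7 at 45.8 against 20.4 and H2-Aa at 11.4 against 2.43.

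Erythroid markers were lower in 14 of 19 (median −1.86, percentile 0), and the erythroid regulator partner Lmo2 read 2.53 against 29.2. Car1 (28.7 against 41.1) and F2r of the megakaryocyte list (44.3 against 49.7) differed less than Klf1 (8.27 against 21.3) and Car2 (9.60 against 32.9), and megakaryocyte markers, lower in 6 of 15 and higher in 2, were not apart (percentile 3.19). Mitosis genes were lower in 11 of 26 (−0.91, percentile 0), DNA replication genes in 11 of 29 (−0.50, percentile 0.56) and ribosome biogenesis genes in 11 of 26 (−0.99, percentile 0), with Hmmr at 7.66 against 21.2, Cdc45 at 3.49 against 13.2 and Npm1 at 785 against 2096. The 167 subunit genes used below to gauge noise had a median of −0.50 in this comparison. A fall as deep as that of the replication list was therefore not particular to it, while the mitosis and ribosome biogenesis medians lay lower. Immediate early and heat shock genes were lower in 9 of 21 (−0.93), Fos at 37.9 against 123 and Dusp1 at 41.1 against 168.9, and neutrophil markers in 9 of 18 (−1.02), S100a9 at 21.3 against 70.8. The lower share of 63.4% was 46.2% under median-of-ratios scaling and 47.8% with erythroid genes removed and the rest rescaled. The median over the genes passing the expression filter in each went from −0.16 log2 to 0.01 and −0.01. The protease, lymphoid, and MHC class II and dendritic calls each ended under at least 1 alternative, and the MHC class II and dendritic median turned to −0.01 without the expression filter.

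Limb MCPs at E14.5 were set against limb MCPs at E11.5 to follow maturation in the same tissue. Mast cell protease genes were higher at E14.5, while neutrophil and eosinophil genes were lower. Tpsb2, mast cell tryptase, read 605 against 0.21, Mcpt4, a chymase of connective tissue mast cells, 86.8 against 0.12, and Tpsab1 and Cma1 read 195 and 31.9 while listed at 0 at E11.5. Hdc, which makes histamine, stood at 564 against 114 and Mitf, a mast cell regulator, at 8.94 against 0.95. Mpo was 334-fold lower (1.25 against 417). Tpsb2 and Tpsab1 are neighbours on chromosome 17 (25366305 to 25369098 and 25343245 to 25345562), and Mcpt4 and Cma1 share a locus on chromosome 14 (56059629 to 56062313 and 55941451 to 55944675).

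Of 2970 genes, 71 were at least 4-fold higher at E14.5 and 52 lower. Prss34, a basophil and mucosal mast cell protease, read 60.4 against 0.48, Mcpt2 44.5 against 0.61, Clec12b, a lectin receptor, 70.2 against 1.68, and Tnfaip3, which restrains NF-kB signalling, 129.5 against 6.03. Lower were Ifitm1 (45.4 against 1393), Cd24a (11.9 against 189), Apoe (3.23 against 57.2), Elane (0.10 against 15.1) and Perp (0.09 against 14.2). Prg2, S100a8, S100a9 and Ear6 were listed at 0 at E14.5, against 54.1, 13.5, 21.3 and 15.5 at E11.5.

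Mast cell proteases were higher in 8 of 9 (median 4.82, percentile 100), Gzmb being the exception (12.3 against 56.4). Without the 2 protease members listed at 0 in 1 library the median was 3.84. Mediator genes were higher in 11 of 25 (0.49) and receptor genes in 4 of 20 (0.42), with Serpinb1a at 73.6 against 5.20, Tph1, which starts serotonin synthesis, at 10.5 against 1.19, Adora3, an adenosine receptor, at 74.8 against 20.8 and Il1rl1 at 28.2 against 8.31. Basophil markers were higher in 8 of 13 (1.76), with Cd69 at 33.6 against 4.60. Immediate early and heat shock genes were higher in 10 of 20 and lower in 1 (1.27, percentile 100), Fosb at 80.7 against 4.50, Nfkbia at 24.2 against 1.62, Dusp1 at 298 against 41.1, and Nr4a1 at 104 while listed at 0 at E11.5. Nr4a1 was listed at 0 in every other library as well, which does not show that it was absent there. The list median was also 1.27 without members listed at 0. Whether maturation or the sort and preparation of this single library raised these genes was not tested.

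Collagen and other mesenchymal genes were higher in 17 of 18 (median 1.59, percentile 100), Col1a1 at 17.6 against 0.10, Col1a2 at 17.9 against 0.20 and Col3a1 at 14.4 against 0.12. Whether MCPs or admixed connective tissue cells held these transcripts was not tested, since pooled RNA does not place genes in cells. Mitosis (0.41), DNA replication (0.57) and ribosome biogenesis genes (0.48) lay slightly above random lists, Mki67 at 77.6 against 40.9 and Mcm7 at 32.3 against 13.5.

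Neutrophil markers were lower in 14 of 14 (median −2.32) and eosinophil markers in 7 of 8 (−2.53), Epx at 0.03 against 11.2. Without the 5 eosinophil members listed at 0 in 1 library the median was −1.70, on fewer than the minimum of 5 members. Without the 6 such neutrophil members it was −2.66. Chemokine receptors were lower in 8 of 13 (−1.08), among them Ccr1 (0.28 against 4.77), while Ccrl2 was higher (16.9 against 2.11). MHC class II and dendritic genes (4 of 7 lower, −1.41), lymphoid (5 of 8, −1.34), megakaryocyte (5 of 9, −1.10) and macrophage markers (5 of 16, −0.68) were lower, with H2-Aa at 1.43 against 11.4, Cd3g at 3.26 against 24.8 and Nfe2 at 0.56 against 9.17. Integrins were lower as a list (−0.46, percentile 0.43), Itgam at 0.26 against 13.04, but Itga9 was higher (19.9 against 0.90). Klf1 (0.87 against 8.27) and Gfi1b (0.92 against 7.61) were lower, and the erythroid list as a whole was not apart (−0.22). The macrophage call ended without the expression filter and under TPM. The median over the genes passing the filter was 0.10 log2, and −0.04 under TPM, where more genes pass.

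**Figure D3:**
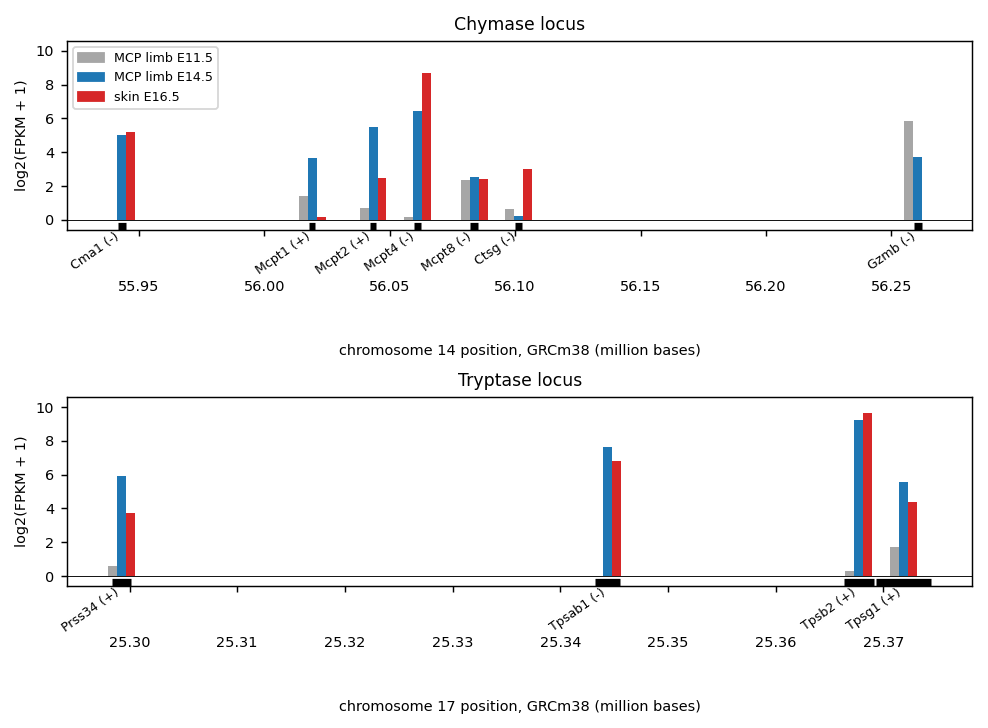
FPKM (vertical, log2(FPKM + 1)) of the protease genes at the chymase locus on chromosome 14 and the tryptase locus on chromosome 17 in limb MCPs at E11.5, limb MCPs at E14.5 and skin cells at E16.5, placed by GRCm38 position in megabases. Tpsb2 goes from 0.21 through 605 to 815, and Mcpt4 from 0.12 through 86.8 to 412.

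Skin cells at E16.5 were set against limb MCPs at E14.5 to reach the mast cell stage. Mast cell receptor genes lay above random lists in skin, and replication, mitosis, ribosome biogenesis and glycolysis genes below them. Mrgprb2, the receptor through which peptides and drugs degranulate mast cells, read 144.9 against 0.81, and its relatives Mrgprb1 and Mrgprx2 read 71.9 against 0.34 and 12.2 against 0.10. Slc6a4, the serotonin transporter, stood at 740.0 against 39.6, Cpa3 at 13494 against 1856 and Fcer1a, the alpha chain of the IgE receptor, at 21.9 against 2.19. Gapdh read 22.3 against 908, and Mcm5, a replication helicase gene, 0.56 against 32.8. Mrgprb2 lies on chromosome 7 at 48550965 to 48558086.

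The median of the 2759 genes passing the expression filter lay at −1.42 log2, while calls and tallies use raw differences. Without the filter it was −0.41. Over the genes passing the filter in each, the median was −0.71 under TPM and −0.48 with erythroid genes removed and the rest rescaled. It was −0.01 under median-of-ratios scaling, which centres the typical gene. Of the 8984 genes with an FPKM of at least 1 in either library, from which lists are tested, 4965 (55.3%) were at least 2-fold lower and 468 higher. Of the 2759 genes, 49 were at least 4-fold higher and 922 lower, a lower share of 95.0%, which became 78.7% under TPM, 75.7% with erythroid genes removed and the rest rescaled, and 57.5% (258 higher, 349 lower) under median-of-ratios scaling. Higher were Anpep, an aminopeptidase (84.7 against 0.13), Pmp22, a membrane protein best known from myelin (486 against 16.4), Camk2a, a calcium-dependent kinase (33.6 against 1.85), and the inhibitory receptor genes Pilra (44.4 against 1.06), Lilrb4a (26.6 against 0.36) and Lilr4b (97.9 against 5.62). Lower were Arpc1b, of the actin branching complex (0.65 against 111), Igf2 (0.40 against 76.5), Nrep (5.44 against 257), Srsf4 (0.28 against 60.8) and Cox6b1 (2.51 against 134). Gata2, Nr4a1, Papss2 and Stmn1 were listed at 0 in skin, against 142, 104, 83.7 and 47.5 in the limb. As with the Y-linked transcripts, a 0 in skin does not show that these genes were absent. Sos2 was listed at 0 in the limb.

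Mast cell receptor genes were higher in 10 of 25 and lower in 3 (median 0.15, against −1.06 for random lists, percentile 100). Ms4a2 (47.3 against 41.0), Il1rl1 (21.1 against 28.2) and Adora3 (54.6 against 74.8) were already present in the limb. Mediator genes (0.03, 3 of 24 higher and 6 lower) and proteases (0.14, 3 of 11 higher and 4 lower) also lay above random lists (−1.08 and −1.09), with members going both ways. Mcpt4 (412 against 86.8) and Serpinb1a (374 against 73.6) were higher, while Mcpt2 (4.60 against 44.5), Mcpt1 (0.11 against 11.6) and the granule fusion genes Stxbp2 (3.34 against 31.2) and Vamp8 (2.01 against 18.8) were lower, and Gzmb was listed at 0. Tpsb2 (815 against 605) and Kit (239 against 284) differed little, and gaps of that size depend on scaling, since the size factor of skin was 0.524 and that of limb 1.17. Cytokine receptors were higher in 7 of 19 and lower in 2 (0.39), Csf2rb2 at 10.2 against 0.24, Il18r1 at 7.99 against 0.14 and Il5ra at 6.64 against 1.0. The cytokine receptor median turned to −0.10 without the expression filter, where the list still lay above random lists. In lipid mediator synthesis Pla2g7 (70.7 against 9.08) and Hpgds, prostaglandin D synthase (11.1 against 0.92), were higher and Alox5ap (1.27 against 22.2) lower.

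DNA replication genes were lower in 28 of 29 (median −2.28), mitosis genes in 25 of 26 (−2.20), ribosome biogenesis genes in 24 of 26 (−2.42) and glycolysis genes in 16 of 18 (−2.69), all at percentile 0 with random lists near −1.10. Examples were Ccnb2, cyclin B2 (2.94 against 61.8), Plk1 (0.54 against 22.5), Srm (3.42 against 49.4) and Pkm, pyruvate kinase (13.9 against 188). The 157 subunit genes used below to gauge noise had a median of −2.07 in this comparison. A fall of about this depth was therefore not particular to the replication, mitosis and ribosome biogenesis lists. Progenitor genes were lower in 9 of 14 (−2.13, percentile 0.11), with Cd34 at 3.86 against 54.6 and Myc at 4.29 against 33.9. Mesenchymal genes were lower in 16 of 18 (−1.62, percentile 1.67), with Pdgfrb at 1.29 against 14.48. Which cells held the mesenchymal transcripts in the limb library was not tested. Itgb7 (1.39 against 16.4) and Itga4 (11.9 against 90.1) were both lower. The replication, mitosis, ribosome biogenesis and glycolysis calls held under every alternative run on lists. The mesenchymal and progenitor calls did not. Macrophage (−0.05, percentile 98.7) and basophil markers (−0.03, percentile 99.7) lay above random lists. The macrophage call ended under some alternatives and the basophil call held, and both medians turned positive under all 3 other scalings.

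**Figure D4:**
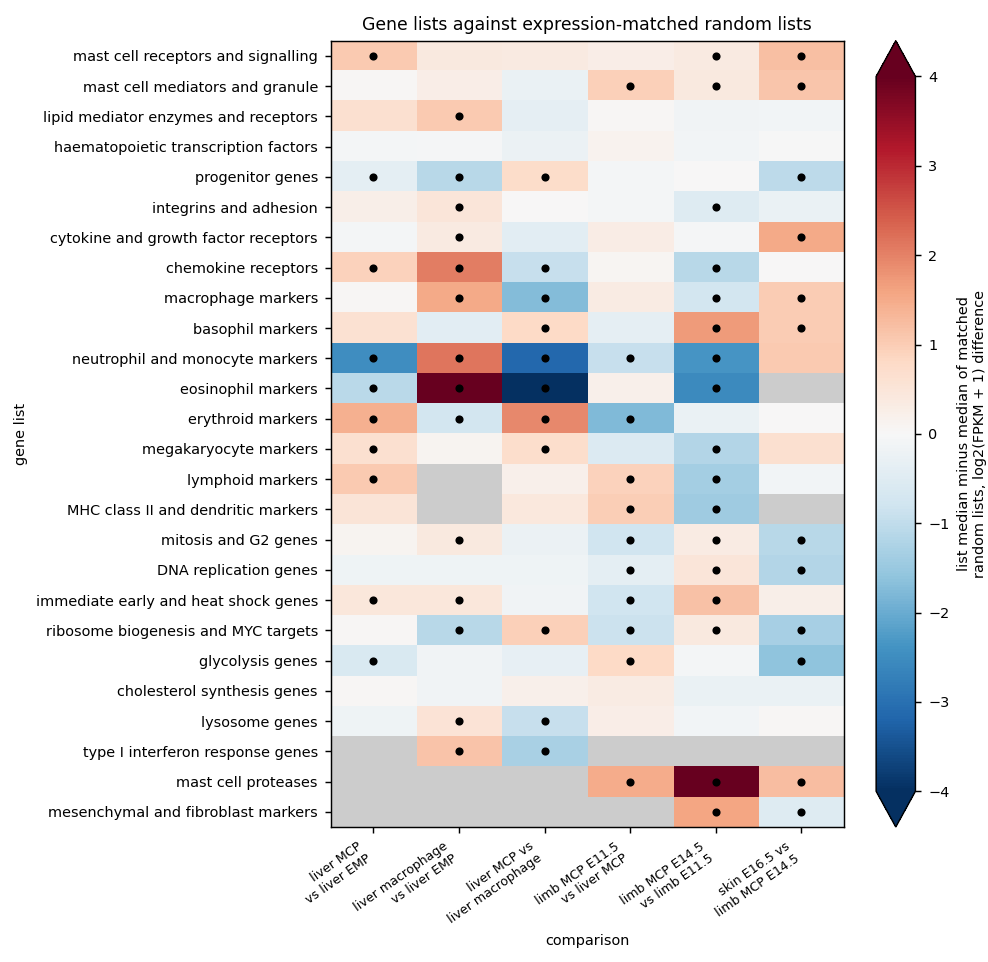
Median log2 difference of each gene list minus that of matched random lists (colour) in the 6 comparisons (columns), with dots on lists apart from random lists and grey where fewer than 5 members were tested. Replication genes stand below random lists in skin (−2.28 against −1.10), and proteases above them in the limb at E14.5 (4.82 against 0.07).

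Along the order liver MCP, limb MCP at E11.5, limb MCP at E14.5 and skin, 77 genes went up at every step and 308 went down. Cpa3, Tpsb2 and Mcpt4 led the upward set together with Gnai1, an inhibitory G protein subunit (0.57, 7.77, 78.2 and 413), Creb3l1, a secretory pathway regulator (1.81, 8.15, 118 and 344), Gpr65, an acid-sensing receptor (4.57, 14.3, 110.3 and 343), Cyp11a1 (0.67, 20.1, 70.8 and 124) and Ids (1.06, 16.2, 158 and 238). Going down were Mpo (878, 417, 1.25 and 1.03), Ly6e (202, 165, 14.49 and 4.05), Car1 (41.1, 28.7, 2.47 and 0), Adgrg1 (41.1, 16.6, 10.4 and 0.03), Atp1b2 (38.6, 31.7, 2.26 and 0.30) and Apoc1 (28.2, 18.2, 0.50 and 0). Among the 24 possible orders of the 4 libraries, the upward count ranked 7 and the downward count 2, and the top count of 373 belonged to another order with skin lowest. Under median-of-ratios scaling the counts were 184 up and 137 down, and without the skin library 62 went down.

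Genes at least 4-fold above every other library numbered 51 in the macrophage-labelled library, 30 in skin, 14 in limb MCPs at E14.5, 8 in liver MCPs, 2 in limb MCPs at E11.5 and 1 in EMPs. The set of the macrophage-labelled library held 9 neutrophil, 7 eosinophil and 3 macrophage markers. In skin it held Hs3st3a1, a heparan sulfate sulfotransferase (13.3, next 0.38), and Cobl, an actin nucleator (15.1, next 1.05). In limb MCPs at E14.5 it held the cytokine genes Il13 (67.9, next 8.69) and Osm (22.6, next 3.43), Egr3 (48.1, next 5.06) and Cd276 (93.9, next 18.2). In limb MCPs at E11.5 the genes were Lmo4 (167, next 27.1) and Cd7 (23.8, next 4.35). The skin number was 141 under median-of-ratios scaling and 295 under TPM, and with genes listed at 0 left out it was 16 and that of the macrophage-labelled library 11. Without the macrophage-labelled library EMPs had 65 such genes, and without skin limb MCPs at E14.5 had 42.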

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

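Every group held 1 library, so no value below carries a sampling error, and leaving out a replicate was not possible. No paired analysis was possible because the labels name no litter and each group had 1 library. Differences between embryos, sorts and library preparations cannot be separated from differences between groups. Of the 120 leading genes of the comparisons, 21 no longer passed the 4-fold rule with a pseudocount of 5. These genes were picked for large differences and a pseudocount cannot turn a sign, so their directions were bound to hold. Of 141 list positions, 75 were apart from random lists and 61 of those stayed apart under every alternative that could be run on them, 2 of them with a median that crossed 0. The filter of 30 FPKM does not touch lists, erythroid lists could not be run without erythroid genes, and 138 of the 141 positions kept 5 members once genes listed at 0 were left out.

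Counts are given in the order liver MCP against EMP, macrophage-labelled against EMP, liver MCP against macrophage-labelled, limb against liver MCP, limb at E14.5 against E11.5, and skin against limb. As chosen they were 60, 76, 121, 37, 71 and 49 genes higher and 104, 21, 195, 64, 52 and 922 lower. With a pseudocount of 5 they were 23, 39, 38, 10, 43 and 26 higher and 42, 5, 111, 20, 22 and 386 lower. With a pseudocount of 0.1, 32 genes were lower in the macrophage-labelled library against EMPs. Without the expression filter 132, 124, 252, 77, 172 and 79 were higher and 162, 63, 312, 200, 127 and 1725 lower, and with an FPKM of at least 30 these were 26, 42, 39, 17, 43 and 28 and 47, 8, 107, 16, 16 and 352. A smaller pseudocount or filter admits genes of few fragments by construction.

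Rescaling to equal sums (TPM) gave 395, 286, 681, 325, 434 and 576 higher and 304, 206, 522, 424, 388 and 2127 lower. That scaling multiplies every value, so more genes pass the fixed expression filter by construction. Median-of-ratios scaling gave 53, 83, 74, 42, 57 and 258 higher and 70, 11, 222, 36, 50 and 349 lower. Erythroid genes removed and the rest rescaled, which changes 2 choices at once, gave 61, 69, 116, 47, 63 and 166 and 68, 14, 175, 43, 55 and 517.

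Genes found in 1 library at least 4-fold above all others, in the order EMP, liver MCP, macrophage-labelled, limb at E11.5, limb at E14.5 and skin, numbered 1, 8, 51, 2, 14 and 30. With a pseudocount of 0.1 they were 2, 10, 58, 5, 20 and 36, and with a pseudocount of 5 they were 0, 4, 34, 1, 7 and 16. No expression filter gave 1, 17, 76, 3, 25 and 41, and a filter of 30 FPKM 0, 3, 33, 1, 9 and 21. TPM gave 9, 37, 137, 35, 65 and 295, median-of-ratios scaling 0, 6, 59, 2, 4 and 141, and removal of erythroid genes with rescaling 0, 4, 49, 3, 7 and 96. With genes listed at 0 left out the numbers were 0, 3, 11, 1, 5 and 16. Without the macrophage-labelled library EMPs had 65 such genes, because the nearest library was gone, and without skin limb MCPs at E14.5 had 42.

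Genes going up and down at each step of the mast cell lineage numbered 77 and 308. A pseudocount of 5 gave 46 and 153, no expression filter 98 and 546, and a filter of 30 FPKM 48 and 121. TPM gave 267 and 603, median-of-ratios scaling 184 and 137, and removal of erythroid genes with rescaling 148 and 182. Without the skin library 113 went up and 62 down. The mean correlation of the 10 pairs without skin and the 5 pairs with it was 0.845 and 0.655, with a pseudocount of 0.1 it was 0.780 and 0.584, and over all genes without the filter 0.908 and 0.753. The cause of these shifts was not tested.

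Some list medians crossed 0. MHC class II and dendritic genes in limb against liver MCPs went from 0.89 to −0.0139 without the expression filter, and cytokine receptors in skin against limb from 0.39 to −0.10. In skin against limb, macrophage markers went from −0.05 to 0.13 under TPM, 0.68 under median-of-ratios scaling and 0.43 with erythroid genes removed and the rest rescaled. Basophil markers there went from −0.03 to 0.78, 1.05 and 0.81, and to 0.0368 with genes listed at 0 left out. All 3 scalings raise skin against limb by construction, since skin had the smaller size factor (0.524 against 1.17) and the smaller FPKM sum (84036 against 149251). The basophil and cytokine receptor lists stayed apart from random lists all the same. Leaving out zero-valued genes, the skin and macrophage-labelled libraries, and matching random lists on GC content were alternatives chosen after the data had been seen. GC matching ended none of the calls, and leaving out genes listed at 0 ended 4. Without members listed at 0 in 1 of the libraries compared, medians in the limb at E14.5 against E11.5 went from 4.82 to 3.84 for proteases, from −2.53 to −1.70 for eosinophil and from −1.10 to −0.76 for megakaryocyte markers. The eosinophil value of −1.70 rests on fewer than the minimum of 5 members, since 5 of the 8 tested were left out.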

Other observations

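The patterns weighed here were noticed in the data. Tests of length, GC content, dominance by few genes and low-yield noise were written before their values were computed, and the tests of depth, the 10 most abundant genes, cycling cells, label exchange, granulocyte precursors, shared programmes and erythroblast admixture with and without counting error were chosen only after the result was seen.

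Apart from the connective tissue list, of which 17 of 18 genes peaked in limb MCPs at E14.5 at a median of 3.94 FPKM, genes of surrounding tissues were scarce. Of the hepatocyte list 5 genes reached an FPKM of 1 in any library, led by Trf, transferrin, which climbed from 6.27 in EMPs and 10.2 in liver MCPs to 27.0 and 39.4 in the limb and 93.4 in skin, while albumin (Alb) stayed at or below 1.56. Of the endothelial list 4 genes did so, with Pecam1, also a leukocyte gene, at 10.5 in EMPs and 0.48 in skin. Of the keratinocyte list 3 did, with Perp at 23.2 in liver MCPs, 14.2 in limb MCPs at E11.5 and 0 in skin. Actc1 of the muscle list peaked at 4.52 in limb MCPs at E14.5, and Tubb3 of the neural list at 1.68 in limb MCPs at E11.5. A single Hox gene reached 1, Hoxd13, the gene of the distal limb, at 3.58 and 2.59 in the limb libraries and 0 in every other. None of these lists but the connective tissue list had 5 members to test in any comparison.

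Cholesterol synthesis genes were not apart in any comparison, nor were transcription factors as a list, although single factors moved far. Meis2 read 1.5 in liver MCPs, 9.12 in limb MCPs at E11.5 and 26.3 at E14.5. Lmo2 was 29.2 in liver MCPs and 2.53 in the limb. Lists shared members: 8 of 17 basophil markers, 10 of 38 macrophage markers, 4 of 26 neutrophil markers and 3 of 10 eosinophil markers stood on another list as well. The basophil result at E14.5 therefore partly repeats that of the mast cell lists.

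Skin cells listed most genes lower than limb MCPs did, by a median of −1.42 log2 over the genes passing the expression filter. That median was −0.71 under TPM and −0.48 with erythroid genes removed and the rest rescaled, over the genes passing the filter in each. Lower depth in total mapped fragments is argued against, since skin had an estimated 0.808 of those of the limb library. That total does not say how many fragments fell on listed genes, and a smaller share on them in skin was not tested. The FPKM sum was 84036 in skin against 149251 in the limb. The 10 most abundant genes are argued against as the whole cause. Their 24.1% of the FPKM sum against 7.83% in the limb would shift the rest by −0.28 log2. A preference for some GC contents may contribute (rho −0.40 between the difference and transcript GC), although GC-matched random lists left the cell cycle calls in place. Transcript length (rho 0.18) and low-yield noise (spread among subunit genes 1.79 times the widest of the other comparisons) fell between the limits set for them, and the 57.5% of called genes lower after median-of-ratios scaling decides nothing, because that scaling centres the typical gene. The subunit genes had a median of −2.07 log2 in skin against limb, and −0.50 to 0.82 in the other comparisons. They thus fell about as far as the mitosis and replication lists, and whether library quality caused this was not tested. GC content, transcript length, dominance by few genes and noise cannot be told apart from biology here. The percentile of 0 of the mitosis and replication lists restates a result already seen and does not speak to the other genes. The difference in tissue and age was not tested.

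The macrophage-labelled library carried eosinophil and neutrophil lists at a higher median FPKM (737 and 48.4) than its macrophage list (5.45), although single macrophage markers such as Lyz2 were high. An exchanged label is argued against, since 84.6% of the macrophage markers with an FPKM of at least 1 in any library had their highest value there. Granulocyte precursors among the sorted cells are a hypothesis that stays open, since the percentile of 100 reached by the eosinophil, neutrophil and macrophage lists restates what was noticed. Among eosinophil markers Prg2 stood at 5617 and Ear6 at 1632, and among macrophage markers Lyz2 stood at 2633. The EMP library also carried part of these lists, with 15 of 26 neutrophil and 4 of 9 eosinophil markers at an FPKM of at least 10. Prg2 stood 824 times above C1qb but much closer to Lyz2, which is also on the macrophage list. Mixed cells cannot be told apart from cells carrying several programmes at once, because pooled RNA does not place genes in cells.

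Limb MCPs at E11.5 held the single genes Car1, Klf1, Car2 and F2r, although erythroid markers as a list had a median FPKM of 0.475 there with 2 of 20 at 10 or more. Admixed erythroblasts with as much globin relative to these genes as the liver library had are argued against as their source. The median limb-to-liver ratio of these 4 genes, 0.543, was 26.9 times the highest ratio of Hba-a1 and Hbb-bt together that counting error allows. It was 342 times that of Hbb-b1, which rests on very few limb fragments at 0.19 FPKM. Without F2r of the megakaryocyte list, Car1 (0.697), Klf1 (0.388) and Car2 (0.292) each still exceeded that highest globin ratio (0.0202). The 4 genes were noticed in the data before the test, and erythroid cells with little globin were not tested. A candidate explanation is that mast cell progenitors themselves may express these 4 genes, since most genes of the erythroid list, such as Ermap at 0.20, were low. In liver MCPs Hbb-b1 was 631 times that low limb value, and there admixed erythroblasts cannot be told apart from haemoglobin made by the progenitors, since pooled RNA does not place genes in cells. If the idea holds, single-cell data from limb MCPs at E11.5 would show Ms4a2 and Car1 in the same cells.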
